A study of Homo sapiens with 6 samples.

How the data were processed

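RNA was sequenced from human fibroblasts undergoing microRNA-mediated conversion to neurons, all taken at the time point that the labels call PID7. The 6 samples fell into 3 groups of 2, and each sample's group and replicate number were taken from its title. Per the labels, total RNA was isolated on Qiagen columns and libraries followed the kit maker's protocol. The kit, the aligner, the counting tool, the genome build, the annotation release and the use of strand are not stated in the labels or the file header, so no coordinates are given.

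The deposited table held CPM values (read counts scaled to a fixed library total), per the file name, with 60871 rows for 60671 distinct Ensembl genes. The other 200 rows repeated a gene with the same values and were used once. All 6 value columns were matched to samples by name. Over distinct genes each deposited CPM column summed to 1000000, so the authors applied no further size factor. In every library 100% of the values were whole multiples of the value of 1 read, and whole reads were recovered from that step. Total reads assigned to genes were 41174484 and 51939193 in the DMSO libraries, 43597054 and 43910016 in the SAHM1 libraries, and 41976441 and 37597341 in the NICD libraries. A gene with 3 reads or fewer in every library of a group was treated as at the detection floor, and floors cover counting error only because the reads carry no stated molecular identifiers. Of the gene IDs, 60401 were found in a table of human gene names.

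The following were fixed before the data were examined: the groups, tests, filter, gene lists, rule for naming genes, and the alternatives other than the removal of a trend in GC content and length. The tests used limma 3.58.1 in R 4.3.3 on log2(CPM + 1), with CPM scaled as deposited, a group-means design over all 6 samples and eBayes with a mean-variance trend. Fold changes are on this log2 scale, which understates changes of genes with low values. The 14150 genes with a mean of at least 1 CPM over the 6 samples were tested in 3 contrasts, two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Because 2 samples per group leave few degrees of freedom, all groups shared 1 estimate of the spread. Each list's value is the median log2 fold change of its tested members minus the median of all tested genes. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 8 lists and 3 contrasts (24 tests), and again with fry and with an estimated correlation. The correlation of the SAHM1 and NICD effects was set against 100 simulations of unchanged groups sharing the DMSO libraries, drawn with independent genes.

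The genes named were always NOTCH1, NOTCH2, NOTCH3, HES1, HES4, HES5, HEY1, HEY2, HEYL and NRARP. Per contrast, the rule added the 5 largest rises and 5 largest falls among called genes with non-overlapping replicate values and an HGNC symbol. Per list it added up to 3 members with the smallest adjusted p under 0.05. Sex-chromosome marker genes were never named. The text gives those that carry a comparison and summarises the rest.

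The alternatives were pseudocounts of 0.1 and 0.5, no filter, and a filter at 5 CPM. Libraries were also rescaled by the median ratio or the upper quartile. Other fits used only the groups compared, eBayes without trend or robust, sample quality weights, the replicate number as a block, and each replicate left out in turn. On the recovered reads, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 were run. Removing a smooth trend in GC content and transcript length was added after seeing the data. GENCODE release 29 gave lengths, GC content, 3 prime UTR sequences and exon overlaps.

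The methods were tested on simulated reads in which 200 of 14150 genes changed by 1 on the log2 scale in the NICD libraries. limma recovered 66.0% of them with 135 calls, 3 of them false, and made 0 calls in the unchanged contrast. edgeR recovered 66.5% with 138 calls, 5 of them false, and DESeq2 66.5% with 143 calls, 10 of them false. Figures were drawn with matplotlib 3.10.9.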

Results

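Gene expression was measured by RNA sequencing in a human fibroblast line during microRNA-mediated reprogramming to neurons, in which neuronal microRNAs are expressed in fibroblasts. The question was how Notch signalling affects this conversion. Control cells received the solvent DMSO and LacZ, an inert transgene. In the SAHM1 group, cells received LacZ and SAHM1, a stapled peptide that blocks assembly of the Notch transcription complex. In the NICD group, cells received DMSO and the Notch intracellular domain, the active part of the receptor, in place of LacZ. Each group had 2 libraries. Depth ranged from 37597341 to 51939193 reads assigned to genes. No group of fibroblasts without the microRNAs was analysed here, so the comparisons are between arms of the reprogramming.

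Replicates correlated across genes at Pearson's r = 0.994 (DMSO), 0.994 (SAHM1) and 0.989 (NICD) on log2(CPM + 1). Genes are not independent replicates, so these values are descriptive. The chi-square per degree of freedom between replicate libraries was 16.9 for DMSO, 16.9 for SAHM1 and 20.5 for NICD. This served only to check for duplicate deposits of a library, which would give a value of about 1 or less, and says nothing about how well replicates agreed. The root mean square log2 difference between replicates was 0.265, 0.254 and 0.327 in the same order. It was 0.281 to 0.382 between DMSO and SAHM1 libraries, 0.514 to 0.567 between DMSO and NICD libraries, and 0.594 to 0.683 between SAHM1 and NICD libraries. The ranges of SAHM1 and DMSO therefore lay close to the replicate spread, and those of NICD above it.

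NOTCH1 (ENSG00000148400) contains the NICD sequence and was examined first. It averaged 9.43 ± 1.07 CPM (SD, n = 2) in DMSO, 7.27 ± 0.586 in SAHM1 and 1659 ± 58.7 in NICD. NICD against DMSO gave a log2 fold change of 7.32 (SE 0.122, limma adjusted p 3.97e-18). The gene-level values do not separate the transgene from the endogenous gene. The SAHM1 difference of -0.33 for NOTCH1 was not called (limma adjusted p 0.126), whereas edgeR gave an adjusted p of 0.0205, in a range of 0.000955 to 0.162 over the alternatives.

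HES1 averaged 5.51 ± 0.931 CPM in DMSO, 3.41 ± 0.276 in SAHM1 and 19.8 ± 2.91 in NICD (n = 2 each). It rose with NICD by 1.67 on the log2 scale (limma adjusted p 7.86e-06). With SAHM1 HES1 was lower by a log2 change of -0.56, which was not called (limma adjusted p 0.130). DESeq2 called HES1 at an adjusted p of 0.0155, in a range of 0.0155 to 0.161 over the alternatives. HEY1 rose with NICD from 2.77 ± 0.165 to 13.5 ± 0.102 CPM, a log2 change of 1.95 (limma adjusted p 1.47e-06). HEYL rose from 2.52 ± 1.45 to 7.33 ± 0.4996 CPM and NOTCH3 from 18.6 ± 0.0516 to 31.3 ± 5.07 CPM, with log2 changes of 1.30 and 0.71 (limma adjusted p 0.00105 and 0.00160). HEY1, HEYL and NOTCH3 were not called with SAHM1, and the small HEYL change of 0.25 with SAHM1 became -0.18 without DMSO replicate 2.

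NOTCH2, which shares sequence with the NOTCH2NL genes, was not called in any contrast with CPM as deposited. Its NICD change against SAHM1 was 0.13 (limma adjusted p 0.228) and 0.42 after median-ratio scaling (adjusted p 0.00175, in a range of 9.71e-05 to 0.247 over the alternatives). HES4, HES5, HEY2 and NRARP lay below the expression filter and were not tested. HES5 had 14 and 15 reads in the NICD libraries, 0 and 2 in DMSO and 0 and 0 in SAHM1. HES5 was at least 5.03-fold higher in NICD than the DMSO floor, and HES4 at least 3.10-fold. HEY2 had 28 and 26 reads in DMSO, 8 and 2 in SAHM1 and 20 and 35 in NICD. NRARP had 2 and 21 reads in DMSO, 8 and 11 in SAHM1 and 5 and 10 in NICD, within the spread of the DMSO libraries.

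**Figure D1:**
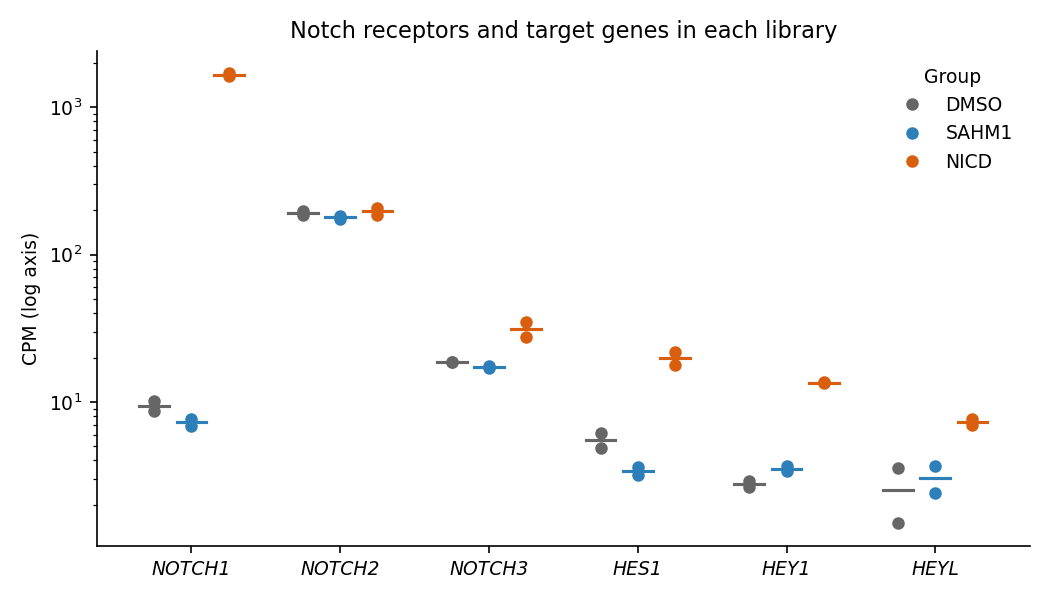
CPM (log axis) of 6 Notch receptors and target genes that passed the filter; points are the 2 libraries of each group and bars their means. NOTCH1 averaged 1659 CPM in NICD against 9.43 in DMSO, and HES1, HEY1, HEYL and NOTCH3 were higher in both NICD libraries than in any other library.

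SAHM1 against DMSO asked which genes respond to the Notch inhibitor. limma called 475 of 14150 genes, 293 higher and 182 lower, of which 10 changed at least 2-fold. At an unadjusted p under 0.05 there were 3011 genes, where 708 are expected by chance. Replicate values as deposited did not overlap for 55.7% of tested genes, where chance gives 33.3% without a shift between groups. A shift common to many genes would raise this share, so it does not count responding genes. The median log2 change of all tested genes was 0.10, and the split of calls followed the scaling. After median-ratio scaling 404 genes were called, 49 higher and 355 lower, so that 12.1% were higher against 61.7% as deposited, and 231 calls were shared. Upper-quartile scaling gave 37 higher and 529 lower, edgeR 44 higher and 367 lower, and DESeq2 292 higher and 709 lower. The count itself moved most with the filter and the variance model. It was 0 without a filter (3644 genes at an unadjusted p under 0.05) and 0 without the trend (2359). It was 1061 and 1063 without NICD replicate 1 and 2, whose spread enters the shared estimate.

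On log2(CPM + 1), the largest falls with SAHM1 were in EFNA2, CNR2, POLG2, SLC5A5 and IRX5, and the largest rises in ENPEP, PSKH1, FAHD2B, MT1G and ZNF132. EFNA2 (ENSG00000099617) fell from 9.85 ± 0.289 to 4.17 ± 0.361 CPM, a log2 change of -1.07 (SE 0.187, limma adjusted p 0.00979), and was 17.3 and 18.7 CPM in the NICD libraries. POLG2 (ENSG00000256525) fell from 162 ± 20.9 to 78.7 ± 4.58 CPM (log2 change -1.03, SE 0.120, limma adjusted p 0.00109) and was also lower with NICD, at 91.7 ± 15.01 CPM. ENPEP (ENSG00000138792) rose from 0.446 ± 0.194 to 2.02 ± 0.544 CPM (log2 change 1.06, SE 0.238, limma adjusted p 0.0269) and was higher still with NICD, at 5.69 ± 0.158 CPM. MT1G was called as deposited (limma adjusted p 0.0450) and not after median-ratio scaling (0.0685), in a range of 0.0189 to 0.0820 over the alternatives. FAHD2B and MT1G belong to families of near-identical genes between which reads can be split, so their values are uncertain.

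NICD against DMSO asked which genes respond to Notch activation. limma called 4956 genes, 1388 higher and 3568 lower, 533 of them at least 2-fold. The median log2 change of all tested genes was -0.16. After median-ratio scaling 4166 genes were called, 2145 higher and 2021 lower (51.5% higher against 28.0% as deposited), and 3409 calls were shared. The upper quartile gave 2442 higher and 1648 lower, edgeR 2081 and 1932, and DESeq2 2137 and 2118. The count moved most without a filter, to 3009. Replicate values as deposited did not overlap for 66.4% of genes, where chance gives 33.3% without a shift between groups.

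After NOTCH1, the largest rises with NICD on log2(CPM + 1) were in MMP3, CXCL1, CXCL8 and SFRP2. This scale understates SFRP2, which rose from 0.237 to 12.5 CPM, with an edgeR log2 change of 5.93 against 4.10 for MMP3. MMP3 (ENSG00000149968) rose from 40.0 ± 10.8 to 604 ± 0.945 CPM, a log2 change of 3.91 (SE 0.138, limma adjusted p 6.64e-13). CXCL1 rose from 32.1 ± 2.39 to 398 ± 1.49 CPM (log2 change 3.60, limma adjusted p 6.64e-13), and CXCL8 from 8.30 ± 3.08 to 102 ± 2.26 CPM. The largest falls were in PTGIS, SDF2L1, MAP3K3, BLOC1S3 and DCUN1D2. PTGIS fell from 52.9 ± 0.142 to 11.1 ± 1.23 CPM (log2 change -2.16, SE 0.142, limma adjusted p 3.34e-09). MAP3K3 fell from 30.6 ± 0.840 to 8.45 ± 1.21 CPM (log2 change -1.75, SE 0.162, limma adjusted p 2.98e-07). These 10 genes kept their direction and their call under median-ratio scaling and edgeR.

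NICD against SAHM1 compared the treated groups with each other. They differed in both the transgene (NICD or LacZ) and the compound (DMSO or SAHM1), so effects of the transgene and the compound are mixed. limma called 6939 genes, 1650 higher and 5289 lower, 1087 of them at least 2-fold, at a median change of -0.26 over all tested genes. After median-ratio scaling 5526 were called, 2859 higher and 2667 lower (51.7% higher against 23.8%), with 4317 shared. The upper quartile gave 3377 higher and 2070 lower, edgeR 2825 and 2567, and DESeq2 2823 and 2717. Replicate values as deposited did not overlap for 73.7% of genes, where chance gives 33.3% without a shift between groups. On log2(CPM + 1), the largest rises were in NOTCH1, CXCL1, MMP3, COL5A3 and SFRP2, and the largest falls in SDF2L1, L3MBTL2-AS1, MAP3K3, BLOC1S3 and TMEM79. COL5A3 averaged 1.12 ± 0.135 CPM in SAHM1 and 29.2 ± 2.75 in NICD, a log2 change of 3.83 (SE 0.212, limma adjusted p 2.29e-10). L3MBTL2-AS1 is antisense to L3MBTL2, whose exons cover 37.5% of its exonic bases. TMEM79 shares 19.8% of its exonic bases with GLMP on the other strand. Because the use of strand is not stated, both are uncertain.

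**Figure D2:**
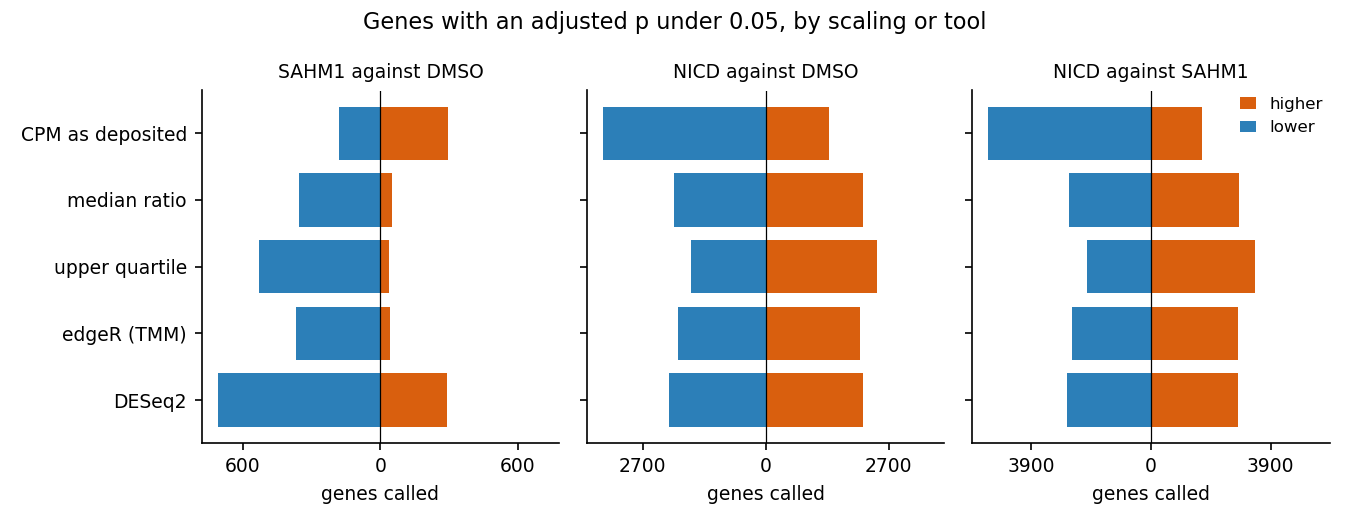
Genes called at an adjusted p under 0.05, counted to the right when higher and to the left when lower, for CPM as deposited, 2 rescalings, edgeR and DESeq2 in each contrast. In SAHM1 against DMSO 293 calls were higher as deposited and 49 after median-ratio scaling, and in NICD against DMSO the higher calls went from 1388 to 2145.

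Gene lists asked whether Notch targets and the markers of fibroblasts and neurons moved together. Values are medians relative to all tested genes, so they carry no shift from scaling. Of the 14 Notch targets 6 passed the filter. They rose with NICD by a relative log2 change of 1.58 (camera adjusted p 6.88e-08), with all 6 members called, also when adjusted over the list alone. With SAHM1 the Notch target median was 0.01 (camera adjusted p 0.660), and 0 of the 6 members were called, over all genes or adjusted over the list alone. As a list, these targets therefore did not show lower Notch signalling with SAHM1. The Notch component list, which includes NOTCH1 itself, was not called by camera with NICD (0.09, adjusted p 0.919) or SAHM1 (-0.05, 0.919). Of its 16 tested members 6 were called with NICD, also adjusted over the list alone, 2 of them higher, and after median-ratio scaling 3 were called higher and 4 lower. Beside camera, fry kept the NICD calls for the Notch target, fibroblast, contractile, pan-neuronal and neurite extension lists against DMSO and SAHM1. It did not keep any SAHM1 call or the interferon call, and it added the component list with NICD (adjusted p 0.0150 against DMSO). With an estimated correlation 0 of the 24 list tests passed, the smallest adjusted p being 0.104. The Notch target list did not pass with NICD either, although all 6 members were called. That correlation was estimated from 6 libraries in 3 groups, so the test may have little power.

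The fibroblast list (24 genes tested) was higher with NICD by a relative log2 change of 1.09 (camera adjusted p 2.57e-19) and lower with SAHM1 by -0.29 (3.15e-09). With NICD 20 members were called, 17 higher and 3 lower, and 22 adjusted over the list alone. After median-ratio scaling 19 were called higher and 2 lower. With SAHM1 5 were called, all lower, and 14 adjusted over the list alone, against 10 called lower after median-ratio scaling. SPARC rose from 6373 ± 334 to 21900 ± 599 CPM with NICD and was 5229 ± 350 with SAHM1. COL1A1 rose from 962 ± 82.7 to 4455 ± 296 CPM with NICD. The 3 lower members were TWIST1, DCN and FAP, which lie outside the naming rule and were named after their values were seen. TWIST1 fell from 21.8 and 21.7 CPM to 11.4 and 12.8 CPM (log2 change -0.80, limma adjusted p 0.000583). DCN fell from 1938 and 1813 CPM to 1339 and 1307 CPM. FAP was lower by a log2 change of -0.25 (limma adjusted p 0.0417) and was not called after median-ratio scaling. The contractile list moved by 1.26 with NICD (camera adjusted p 1.62e-11), with 8 of 12 members called, also adjusted over the list alone. It moved by -0.12 with SAHM1 (0.0479), with 1 member called, 4 adjusted over the list alone and 3 after median-ratio scaling, and by -0.19 without DMSO replicate 2. TAGLN rose from 236 ± 2.28 to 1240 ± 47.5 CPM with NICD and was 183 ± 28.5 CPM with SAHM1.

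The pan-neuronal list (10 of 22 genes passed the filter) was higher with NICD by 0.43 (camera adjusted p 0.000949), with 3 members called, also adjusted over the list alone. The neurite extension list (19 of 35) was higher with NICD by 0.49 (6.54e-05), with 10 called, also adjusted over the list alone. With SAHM1 the pan-neuronal list stood at -0.14 (0.117) and the neurite extension list at -0.09 (0.205), and 0 members of either were called, also adjusted over the list alone. The neurite extension value with SAHM1 depended on the controls, at 0.13 without DMSO replicate 1 and -0.25 without DMSO replicate 2. NEFM rose with NICD from 3.55 ± 0.549 to 37.9 ± 12.4 CPM, but 38.9% of its exonic bases overlap an antisense gene. MAP1B rose from 784 ± 5.82 to 1096 ± 56.1 CPM (log2 change 0.48, SE 0.0659, limma adjusted p 2.26e-05).

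Against SAHM1, NICD gave relative medians of 1.38 for the Notch target list (camera adjusted p 3.94e-07), 1.44 for the fibroblast list (2.57e-19) and 1.38 for the contractile list (1.28e-09). The pan-neuronal list gave 0.72 (0.000486), the neurite extension list 0.71 (6.54e-05) and the component list -0.17 (0.953). Of the Notch target members 6 were called, of the fibroblast 18 (16 higher), contractile 7, pan-neuronal 2, neurite extension 9 (8 higher) and component 10 (2 higher). Adjusted over the list alone the fibroblast count was 19 and the others were unchanged. After median-ratio scaling the numbers called higher were, in the same order, 6, 20, 8, 5, 12 and 4, with 1 fibroblast and 4 component members lower. The component value was -0.02 without NICD replicate 2. With NICD against DMSO, the component value was 0.02 without DMSO replicate 1, and with SAHM1 it was -0.004 without DMSO replicate 1.

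The cell cycle list was not called in SAHM1 against DMSO (-0.12, camera adjusted p 0.198), NICD against DMSO (-0.06, 0.681) or NICD against SAHM1 (0.002, 0.919). With NICD against DMSO 5 of its members were called, also adjusted over the list alone, 1 of them higher, and after median-ratio scaling 1 was called higher and 2 lower. Against SAHM1 6 were called, 1 of them higher, and 5 adjusted over the list alone, and after median-ratio scaling 3 were called higher and 1 lower. The list's sign changed when single libraries were left out, with 0.02 for SAHM1 and 0.03 for NICD without DMSO replicate 1. The interferon list was higher than in DMSO with SAHM1 (0.22, 0.000949), with 2 members called, 5 adjusted over the list alone and 1 after median-ratio scaling. It was also higher with NICD (0.43, 0.00824), with 3 members called higher and 1 lower, 4 in all and also adjusted over the list alone. After median-ratio scaling 7 were called higher and 1 lower. The lower member, IFIT2, had a log2 change of -0.74 (limma adjusted p 0.000681). Between NICD and SAHM1 the list was not called by camera (0.09, 0.681), and its members went both ways. Of the 15 members 7 were called, 2 higher and 5 lower, and 8 adjusted over the list alone, and after median-ratio scaling 2 were called higher and 1 lower. The list value was -0.16 without SAHM1 replicate 1. The SAHM1 value went from 0.22 to 0.14 without SAHM1 replicate 2 and to 0.33 without SAHM1 replicate 1. Of the named members, IFI44 was called with SAHM1 as deposited (limma adjusted p 0.0465) and not after median-ratio scaling (0.0846), in a range of 0.0196 to 0.0963 over the alternatives.

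**Figure D3:**
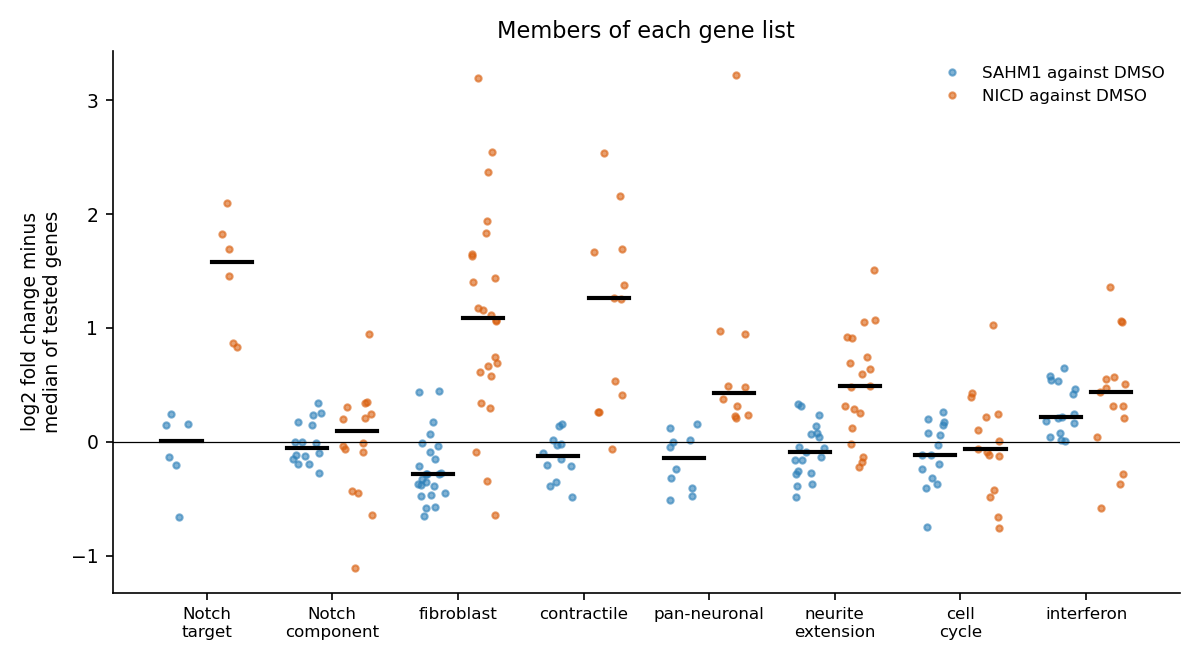
Log2 fold change of each tested list member minus the median of all tested genes, for SAHM1 and NICD against DMSO; points are genes, black bars the list medians, and NOTCH1 is left off the component list because it lies beyond the axis. The fibroblast median stood at 1.09 with NICD and -0.29 with SAHM1, and the Notch target median at 1.58 and 0.01.

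Responses to the Notch inhibitor and to NICD were compared across genes. The log2 effects of SAHM1 and NICD, both taken against DMSO, correlated across 14150 genes at Pearson's r = -0.0763 and Spearman's rho = -0.0720. Unchanged groups sharing the DMSO libraries gave a simulated mean r of 0.5004 (0.483 to 0.517 over 100 simulations). The simulations held no effect of either treatment. Unrelated effects would also bring r below the simulated value and raise the share of opposite moves, so the distance from the simulation does not measure opposition. With the SAHM1 effect against DMSO replicate 1 and the NICD effect against replicate 2, r was -0.206, and -0.145 with the replicates exchanged. About their medians 53.3% of genes moved in opposite directions, against 33.3% in the simulation. Of 235 genes called in both contrasts 172 moved in opposite directions, and after median-ratio scaling 140 of 184, of which 131 were lower with SAHM1 and higher with NICD. Using a single DMSO library, r was 0.000124 without replicate 1 and 0.0819 without replicate 2, where the simulated means were 0.667 and 0.666. Without NICD replicate 2 it was -0.0193, and -0.122 without NICD replicate 1.

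**Figure D4:**
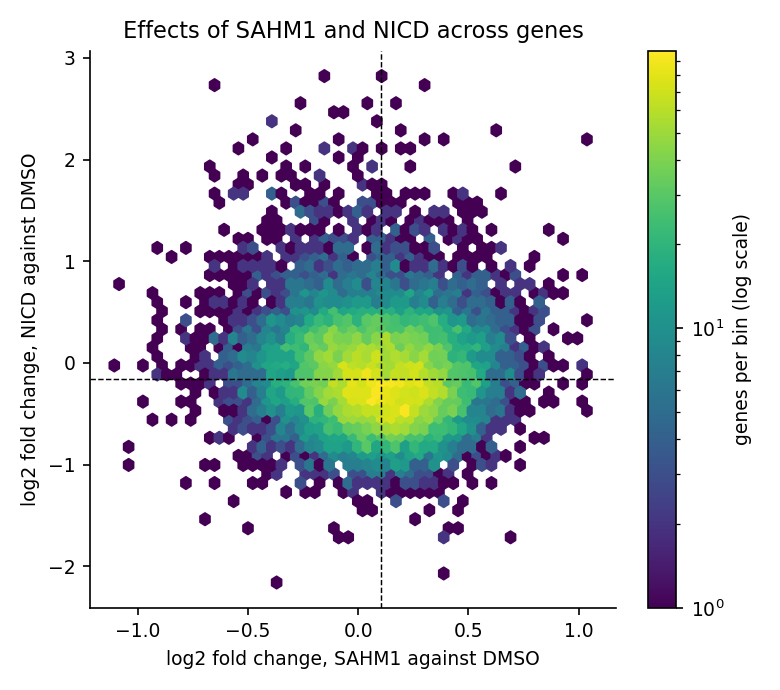
Log2 fold change against DMSO with SAHM1 (horizontal) and with NICD (vertical), binned with colour as the number of genes per bin on a log scale; dashed lines mark the medians, and 11 of the 14150 genes lie outside the axes. The cloud shows little slope, with r = -0.0763.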

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

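Removing the trend in GC content and length was chosen after seeing the data, and the other alternatives here were not. Causes are stated only where the alternative's construction shows them, and otherwise the cause was not tested.

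The count of genes differing between SAHM1 and DMSO (475) moved furthest. It was 0 without a filter, where 40673 genes shared the adjustment and 3644 had an unadjusted p under 0.05, and 0 without the variance trend, with 2359 at an unadjusted p under 0.05. It was 850 at 5 CPM or more, 1092 with only the groups compared, 1110 with sample quality weights and 1001 with DESeq2, and 1061 to 1063 across the fits that each left out a NICD replicate. The NICD against DMSO count (4956) fell to 3009 without a filter. Apart from the replicate block, described next, the other counts stayed within 1.5 times, including those with the trend in GC content and length removed, at 532, 4868 and 6856.

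The replicate number as a block gave 208 genes for SAHM1 against DMSO (100 higher, 108 lower), 4738 for NICD against DMSO and 6757 for NICD against SAHM1. The numbers did not pair the samples, since the replicate differences correlated at 0.0136 between DMSO and SAHM1, 0.00361 between DMSO and NICD and -0.0550 between SAHM1 and NICD. The block changed no list call.

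Without a filter, the relative medians changed sign for SAHM1 in the Notch target (-0.0141, camera adjusted p 0.646), Notch component (0.0912, 0.196), pan-neuronal (0.0509, 0.605) and neurite extension (0.0115, 0.576) lists. They also did for the component list with NICD against DMSO (-0.0691, 0.576) and, in NICD against SAHM1, for the cell cycle (-0.0166, 0.574) and interferon (-0.17, 0.304) lists. None of these was called before or after. The contractile list with SAHM1 (-0.0493, 0.196) and the interferon list with NICD (0.28, 0.0952) lost their call without a filter. At 5 CPM or more, the Notch target list with SAHM1 became -0.15 (0.409) and the cell cycle list in NICD against SAHM1 -0.20 (0.409). With sample quality weights the contractile list with SAHM1 (-0.12) had an adjusted p of 0.0513.

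The estimated correlation left list medians as they were and removed every call. The correlation was estimated from 6 libraries in 3 groups, so the test may have little power, and a call lost here decides little. With SAHM1 the adjusted p became 0.205 (fibroblast, -0.29), 0.408 (contractile, -0.12) and 0.338 (interferon, 0.22). With NICD against DMSO it became 0.104 (Notch target, 1.58; fibroblast, 1.09; contractile, 1.26), 0.105 (pan-neuronal, 0.43), 0.297 (neurite extension, 0.49) and 0.408 (interferon, 0.43). In NICD against SAHM1 it became 0.104 (Notch target, 1.38; pan-neuronal, 0.72; fibroblast, 1.44; contractile, 1.38) and 0.297 (neurite extension, 0.71). With fry, the SAHM1 calls had adjusted p of 0.124 (fibroblast), 0.349 (contractile) and 0.166 (interferon), and interferon with NICD 0.284. The component list gained a call with fry, at 0.0150 for NICD against DMSO (0.0947) and 0.0306 against SAHM1 (-0.17).

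Leaving out each replicate in turn gave these ranges for SAHM1 against DMSO, with no p-value: Notch target -0.18 to 0.0521, neurite extension -0.25 to 0.13, fibroblast -0.41 to -0.20, contractile -0.19 to -0.13, cell cycle -0.10 to 0.0192 and interferon 0.14 to 0.33. For NICD against DMSO they were 1.30 to 1.85 (Notch target), 0.44 to 0.68 (neurite extension) and -0.13 to 0.0891 (cell cycle). For NICD against SAHM1 they were 0.48 to 0.67 (neurite extension), -0.0852 to 0.14 (cell cycle) and -0.16 to 0.14 (interferon). The correlation of the effects ranged from -0.122 to 0.0819. Its sign changed only without a DMSO replicate, to 0.000124 and 0.0819, where a single shared library raised the simulated value to 0.667 and 0.666.

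Among named genes, HEYL with SAHM1 became -0.18 without DMSO replicate 2, and NOTCH2 with NICD against DMSO became -0.0369 without NICD replicate 2 and ranged to 0.125 over the leave-one-out values. Counted once per gene test and alternative, and apart from the leave-one-out fits, 22 calls were lost and 9 gained without a change of sign. A gene could count more than once, as MT1G and IFI44 with SAHM1 did. Depth limits HES4, HES5, HEY2 and NRARP, which had 35 reads or fewer in every library.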

Other observations

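The tests on abundant fibroblast genes, on stress genes, on pairs of libraries and on small RNAs apart from histones were chosen after the result was seen. The correlation with different DMSO libraries was planned before. No fibroblasts without microRNAs and no second cell line were analysed here.

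More genes were lower than higher with NICD against DMSO as deposited, at a median log2 change of -0.16. The 100 most abundant genes took 25.2% to 26.6% of reads in DMSO, 23.2% to 23.7% in SAHM1 and 30.5% to 31.0% in NICD. With them left out of the totals the median was -0.0754, with 300 left out -0.0445 and with 1000 left out -0.0123. Over the 4 pairs of NICD and DMSO libraries the value with 100 left out ranged from -0.107 to -0.0311. A larger share of reads in abundant genes may therefore account for part of the shift. Whether a few genes account for all of it cannot be told apart from a wider change, because the pairs of libraries span the limit of -0.05 set for the test. The direction of small changes is open for this reason.

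GC content and transcript length were weighed as a source of the many calls between NICD and DMSO. Effects correlated with length across genes at Spearman's rho -0.151 and with GC content at 0.0928. Removing the trend left 4868 calls, of which 4461 were among the 4956, which argues against such a bias as the whole cause. It also left the correlation of the SAHM1 and NICD effects at -0.0601, against -0.0763 before the removal.

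The SAHM1 and NICD effects ran weakly in opposite directions. Shared chance values of the DMSO libraries would raise the correlation, so they would not give a negative value. With different DMSO libraries, which removes that rise, the value nearer 0 was -0.145. The removal itself lowers the value, so this comparison is no separate test of chance in the shared controls. Opposite responses to inhibition and activation of Notch remain a hypothesis, and the correlation was small, so most of the variation in either effect was not shared.

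Fibroblast genes rose with NICD. A larger share of unconverted fibroblasts is a candidate explanation. Of 14 abundant list members, 12 rose after median-ratio scaling and 1, DCN, fell (log2 change -0.33, limma adjusted p 0.00653). Over all 24 tested members 19 were called higher and 2 lower, the other being TWIST1 (-0.64), which is less abundant. These falls go against a larger share of fibroblasts for those genes, but they are few. The rises of the 12 abundant members ranged from 0.63 for FN1 to 3.21 for POSTN, and for the list as a whole a change in cell share and regulation by Notch cannot be told apart. The pan-neuronal and neurite extension lists were higher as well, and whether unconverted fibroblasts express those members was not tested.

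Lower activity of the reprogramming microRNAs in the NICD libraries is another candidate explanation, tested on 8mer sites in the 3 prime UTRs of 11750 genes with adjustment for UTR length, GC content and expression. Genes with the miR-124-3p site (GTGCCTTA) were lower with NICD by a log2 difference of -0.0497, where 2 of 99 permuted 8mers were as low. Less miR-124-3p activity would raise these genes, so the direction goes against it. The value still lay within the permuted range of -0.0593 to 0.0429, which leaves the question open. For miR-9-5p (ACCAAAGA) the difference was 0.0212, with 40 of 99 permuted 8mers as high, and for miR-9-3p (AGCTTTAA) -0.0121, with 70 as high. With SAHM1, where more activity would lower these genes, the differences were -0.0159 (9 of 99 as low), -0.00943 (17 as low) and -0.000811 (53 as low) for miR-124-3p, miR-9-5p and miR-9-3p. With NICD, permuted 8mers ranged from -0.0288 to 0.0877 for miR-9-5p and from -0.0462 to 0.0900 for miR-9-3p. With SAHM1 they ranged from -0.0304 to 0.0374 for miR-124-3p, from -0.0299 to 0.0300 for miR-9-5p and from -0.0513 to 0.0307 for miR-9-3p. Each of these differences, miR-124-3p with NICD included, lay inside its own range, so a small effect of these sites cannot be excluded.

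Mitochondrial ribosomal RNA took 1.76% and 2.14% of reads in the NICD libraries, 0.516% and 0.550% in DMSO and 0.414% and 0.278% in SAHM1. MT-RNR2 rose with NICD by 1.85 on the log2 scale (limma adjusted p 1.99e-09). The 13 mitochondrial mRNAs had a median log2 change of 0.2042 with NICD after median-ratio scaling, with 4 called higher, against 2.06 for the rRNAs. Carry-over of ribosomal RNA in library preparation may thus explain most of the rise. It leaves open why 11 of the 13 mRNAs were called higher in NICD than in SAHM1, at a median of 0.48. The medians in this paragraph are all after median-ratio scaling. As deposited, the 13 mRNAs took 0.349% and 0.419% of reads in NICD, 0.366% and 0.362% in DMSO and 0.323% and 0.325% in SAHM1. A larger share of RNA without a poly(A) tail in general was tested on 51 other transcripts, whose median change was 0.1637, with 13 called higher and 3 lower. The 21 small RNAs among them had a median of 0.46 (8 called higher, 0 lower). Apart from VTRNA1-2, those 8 were 7SK, RN7SKP and RN7SL copies, between which reads can be split, so they are not 8 independent RNAs. The 30 histone genes had a median of -0.12 (5 higher, 3 lower). Because members went both ways the general share cannot be told apart from a change in single classes. With SAHM1 the small RNAs moved the other way, at -0.38, as did the mitochondrial rRNAs, at -0.77. RN7SL1, for example, had 66.6 and 65.2 CPM in DMSO, 47.2 and 44.9 in SAHM1 and 107 and 110 in NICD. A difference between groups in RNA or library preparation would be confounded with the treatments here.

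DDIT3, SDF2L1 and HSPA5, which respond to unfolded proteins in the endoplasmic reticulum, were lower in NICD than in SAHM1, by log2 changes of -2.00, -2.44 and -1.12, and by -1.71, -2.24 and -0.83 after median-ratio scaling. A list of 23 other tested stress genes, written before the test, was lower in the same contrast by a relative median of -0.46 (camera p 0.005226, and 0.197 with an estimated correlation). Of its members 14 were below the median of all genes. CHAC1 and MANF fell, by relative changes of -1.24 and -1.51, whereas ATF3 and DDIT4 rose, by 1.52 and 0.90. The list did not differ between SAHM1 and DMSO (camera p 0.567). The list was lower with NICD than with DMSO, by -0.33 (camera p 6.66e-05, and 0.0992 with an estimated correlation). Lower unfolded-protein signalling with NICD is a hypothesis found and tested on the same libraries, and the mixed members and the estimated correlation leave it open.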
